A study of Mus musculus with 8 samples. Its data were reported in "JMJD3 acts in tandem with KLF4 to facilitate reprogramming to pluripotency" (2020).

How the data were processed

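Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, so that stretches with many reads mark accessible chromatin. The 8 libraries came from 4 groups with 2 libraries each. The groups were mouse embryonic fibroblasts (MEFs), MEFs at day 5 and at day 10 after infection with retroviruses that carry Pou5f1 (which encodes OCT4), Sox2, Klf4 and Myc, together called OSKM, and embryonic stem cells (ESCs). The infected cells also carried a FLAG control vector and were kept in ESC medium with vitamin C. Groups were taken from the sample titles.

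According to the labels and the study's methods, the authors mapped the reads to mm10 with bowtie2 in its very sensitive mode, removed reads of low mapping quality with samtools, kept reads that mapped to a single place and dropped mitochondrial reads. The labels and the methods give different thresholds for mapping quality. The caller used for the ATAC-seq peaks and its settings were not stated, nor was any shift of read ends for the transposase, which would move peak borders by a few bp only. The labels place ESCs on feeder fibroblasts, while the methods describe the ESCs used for ATAC-seq as grown on gelatin in 2i/L medium, with no feeders named. The infected cells were kept in another medium. Differences between ESCs and the other groups, and the region classes built on them, may therefore come partly from the medium. The labels also give the MEFs, both OSKM days and ESC replicate 2 the OG2 strain, which carries a reporter transgene driven by Pou5f1 sequence, and give ESC replicate 1 the parent strain, while the methods describe the ESCs as OG2.

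The authors deposited 1 peak list per group. Each peak carries the authors' score, a fold enrichment (a ratio over background) and the −log10 of a p-value and of a q-value, all deposited without a header in the broad-peak layout. The score was 10 times the −log10 q-value without its decimals, and the smallest −log10 q-value in each list lay just above 1, which corresponds to a q-value of 0.1. Peak names were those of replicate 1, and the lists were named as intersections, so each interval looks like the part of a replicate 1 peak that a replicate 2 peak also covered. This was stated nowhere. The score and the fold enrichment then belong to the whole replicate 1 peak and not to the interval. They were used only to describe, rank or filter peaks within a list. The highest peak number in the names gives a lower limit to the number of peaks called before the intersection. The number of reads per library is not given by the lists, so the depth is unknown, and a list can be longer because its libraries were deeper. No column belonged to samples of other series (0 columns).

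Coordinates are mm10 (GRCm38). All 4 lists covered the same 21 chromosomes, and every peak ended within the length of its chromosome in the GRCm38 sequence. Start sites, exons and introns came from GENCODE mouse release 21, with 132629 distinct start sites of 141730 transcripts. Exons were the merged exons of all annotated transcripts of a gene, numbered by position along the chromosome.

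The share of the peaks of one list that overlapped a peak of another by at least 1 bp was computed for the 12 ordered pairs of lists. The background was the same share after the second list had been moved by a random distance around each chromosome, over 100 shifts. Peaks of the 4 lists within 400 bp of each other, the distance used in the study's own methods, were merged into regions. A region was classed as MEF-specific (peak in MEFs and not in ESCs), ESC-specific (peak in ESCs and not in MEFs), common (peak in both) or transient (peak at day 5 or day 10 and in neither MEFs nor ESCs). For each class, the share of regions with a peak at day 5 and at day 10 was computed, with the number of chromosomes on which the share moved the same way, among chromosomes with at least 100 regions of the class. A region lay near a start site when it came within 5 kb of one, and the background was again 100 shifts. Consensus sequences of 8 motifs were searched on both strands in the 200 bp around the midpoint of the widest peak of each region, with 200 bp windows 1 kb to each side as background. They were TGASTCA for AP-1, ATGCAAAT for the octamer bound by OCT4, CCWTTGT for SOX factors, CCMCRCCC for KLF factors, TCAAGGTCA for ESRRB, CCASYAGRKGGC for CTCF, RCATTCCW for TEAD factors and TGTGGTTW for RUNX factors. A match to such a short sequence is not evidence that a factor was bound.

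Genes were named by a rule. They were the 17 epithelial and pluripotency genes named in the study's text, 12 fibroblast or mesenchymal genes chosen for comparison, Cdkn2a and the 4 reprogramming factors. Positions were named for the region with the most peak bp in each class and the peak with the highest score in each list. The gene lists were compared by a two-sided Fisher exact test of genes with an ESC-specific and no MEF-specific region within 50 kb of a start site against genes with the reverse. It compares gene lists within these peak lists and not the conditions. Each list was also set against 10000 random lists of the same size drawn from 21938 protein-coding genes. For the 4 reprogramming factors, the share of exon and intron bases under peaks was computed, because retroviral copies of a cDNA bring reads to exons and none to introns.

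Because each group had a single list, there is no spread between replicates, and no test across replicates was made. Intervals are 95% Wilson intervals of counts of peaks or regions. They cover counting error only, and neighbouring regions are not independent. No p-value was computed across peaks or regions. The alternatives tried were other merging distances, the higher-scoring 50% of each list, lists thinned at random to equal size (mean of 20 draws), peaks of at least 300 bp, autosomes only, 500 bp around each midpoint, other overlap rules, other windows around start sites, protein-coding start sites only and other stretches searched for motifs. The groups, classes, comparisons, named genes and these alternatives were fixed before the data were examined. Added afterwards were the GC and repeat content of the classes, their breakdown by peaks on both days, on 1 day or on neither, the differences between shares in MEFs and in ESCs and between MEF-specific and ESC-specific shares, most tests of explanations, and 1 more alternative, the 35226 highest-scoring peaks of each list.

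The steps were tested on simulated data with known answers. All 20000 simulated regions got their class (100%), all 4760 planted motif matches were found (100%), and all 1000 simulated genes got their regions. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, bedtools 2.31.1, samtools 1.23.1 and blastn 2.17.0, and plots used matplotlib 3.10.9.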

Results

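Open chromatin was mapped in MEFs, in MEFs at day 5 and day 10 of OSKM reprogramming and in ESCs, with 2 libraries and 1 deposited peak list per group, 8 libraries in all. The lists held 56514 peaks in MEFs, 36219 at day 5, 35226 at day 10 and 48486 in ESCs. They covered 46.9 Mb, 25.1 Mb, 28.2 Mb and 34.2 Mb, or 1.72%, 0.923%, 1.03% and 1.26% of the genome. Median widths were 709 bp, 605 bp, 696 bp and 610 bp. The median fold enrichment given by the authors was 3.32 in MEFs, 3.72 at day 5, 3.36 at day 10 and 3.48 in ESCs. Of the peaks numbered in replicate 1, at most 83.0% were still listed in MEFs, 76.3% at day 5, 84.1% at day 10 and 75.5% in ESCs. There were no replicate lists, so every interval below covers counting error only.

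The first comparison asked how the open sites at day 5 and day 10 related to those of the starting and the final cell type. At day 5, 54.7% of peaks overlapped a MEF peak (95% Wilson interval 54.2% to 55.2%) and 48.3% an ESC peak (47.8% to 48.8%). At day 10, the shares were 58.9% (58.4% to 59.4%) and 53.6% (53.0% to 54.1%). Shifted lists gave means from 1.99% to 3.64% over the 12 pairs. For day 5 peaks they were 3.39% in MEFs and 2.67% in ESCs, and for day 10 peaks 3.64% and 2.88%. Both days shared most with each other, with 75.02% of day 5 peaks present at day 10 and 76.9% of day 10 peaks present at day 5. In bp, the Jaccard index was 53.4% between day 5 and day 10 and 20.05% between MEFs and ESCs. Of MEF peaks, 34.9% were present at day 5, 36.7% at day 10 and 33.3% in ESCs, and of ESC peaks, 36.2% were present at day 5, 39.1% at day 10 and 39.1% in MEFs. No single alternative moved all of these shares most. Requiring the overlap to cover at least 50% of both peaks lowered the share of day 5 peaks present at day 10 most, to 63.7%. Random thinning to equal list size moved the shares of day 5 and day 10 peaks in MEFs and ESCs most. In the thinned lists, 34.1% of day 5 peaks overlapped a MEF peak and 35.1% an ESC peak, and at day 10 the shares were 36.8% and 38.9%. These values follow by arithmetic from the part of each list that was kept (62.3% of MEF and 72.7% of ESC peaks). With the 35226 highest-scoring peaks of each list, an alternative chosen after seeing the data, the shares in MEFs and ESCs were 47.7% and 42.5% at day 5 and 49.7% and 45.7% at day 10.

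**Figure D1:**
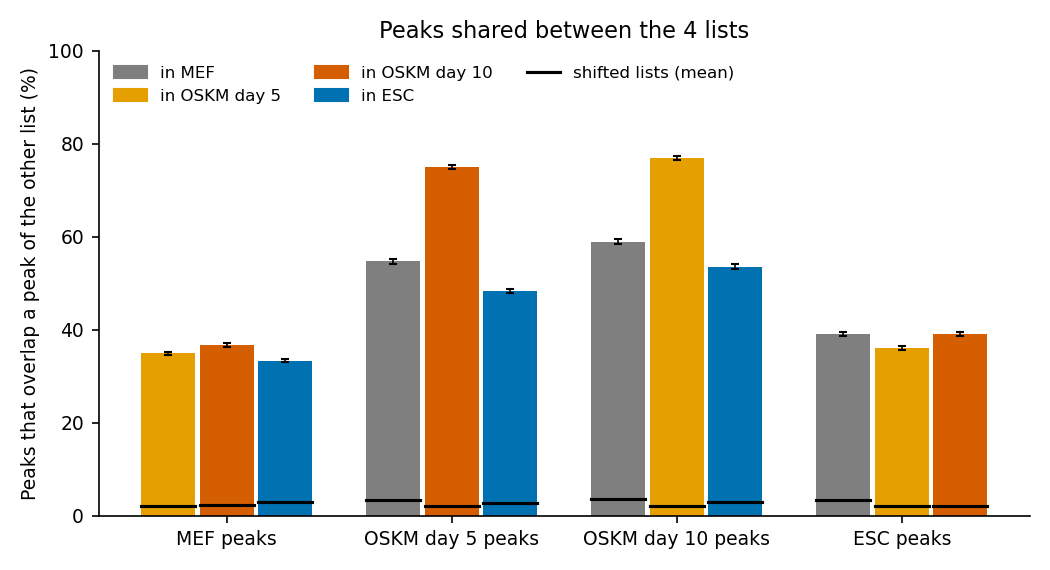
Share of the peaks of each list (groups of bars, in %) that overlapped a peak of another list (colour), with 95% Wilson intervals and the mean of 100 shifted lists as a black line. Day 5 and day 10 peaks overlapped each other most, at 75.02% and 76.9%, and all 12 shares lay above those of shifted lists.

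Merging gave 101701 regions. Of these, 36994 (36.4%, interval 36.1% to 36.7%) were MEF-specific, 28863 (28.4%, 28.1% to 28.7%) ESC-specific, 19455 (19.1%, 18.9% to 19.4%) common and 16389 (16.1%, 15.9% to 16.3%) transient. Among the transient regions, 5933 had a peak at day 5 only, 3488 at day 10 only and 6968 on both days. The higher-scoring 50% of each list moved 3 of the 4 counts most, to 18269 MEF-specific, 14236 ESC-specific and 8479 transient regions, while random thinning to equal list size moved the common regions most, to a mean of 8836, with 26.1% of regions transient. Of the 36043 regions with a day 5 peak, 41.0% were common, 35.8% transient, 14.6% MEF-specific and 8.55% ESC-specific. Of the 35117 regions with a day 10 peak, 44.3% were common, 29.8% transient, 15.6% MEF-specific and 10.3% ESC-specific.

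The classes were then followed over time, to see how far sites of the starting cells were lost and sites of the final cells gained. Of MEF-specific regions, 14.2% had a peak at day 5 (13.9% to 14.6%) and 14.8% at day 10 (14.5% to 15.2%), against 2.01% and 2.12% with shifted lists. Of ESC-specific regions, 10.7% had a peak at day 5 (10.3% to 11.03%) and 12.6% at day 10 (12.2% to 12.9%), against 1.88% and 1.99%. Of common regions, 76.0% (75.4% to 76.6%) and 79.9% (79.4% to 80.5%) had one. Since both days were scored on the same regions, the change was also computed region by region, and it was 1.88 percentage points (1.58 to 2.18) for ESC-specific, 3.896 (3.43 to 4.37) for common and 0.589 (0.288 to 0.8904) for MEF-specific regions. These intervals cover counting error only and say nothing on the spread between libraries. The share was higher at day 10 on 19 of 20 chromosomes for ESC-specific regions, on 20 of 20 for common and on 15 of 20 for MEF-specific regions. Neither day had a peak in 81.1% of MEF-specific, 84.9% of ESC-specific and 16.4% of common regions. A peak at day 10 and not at day 5 was found in 1273 ESC-specific, 1478 common and 1725 MEF-specific regions, and the reverse in 730, 720 and 1507. With the 35226 highest-scoring peaks of each list, the shares at day 5 were 22.9% of MEF-specific and 15.04% of ESC-specific regions, and at day 10 they were 24.5% and 18.3%. With lists thinned at random they were 21.4% and 23.1%, and 23.0% and 26.1%, but thinning moves common regions into both classes, and more of them into the ESC-specific one.

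**Figure D2:**
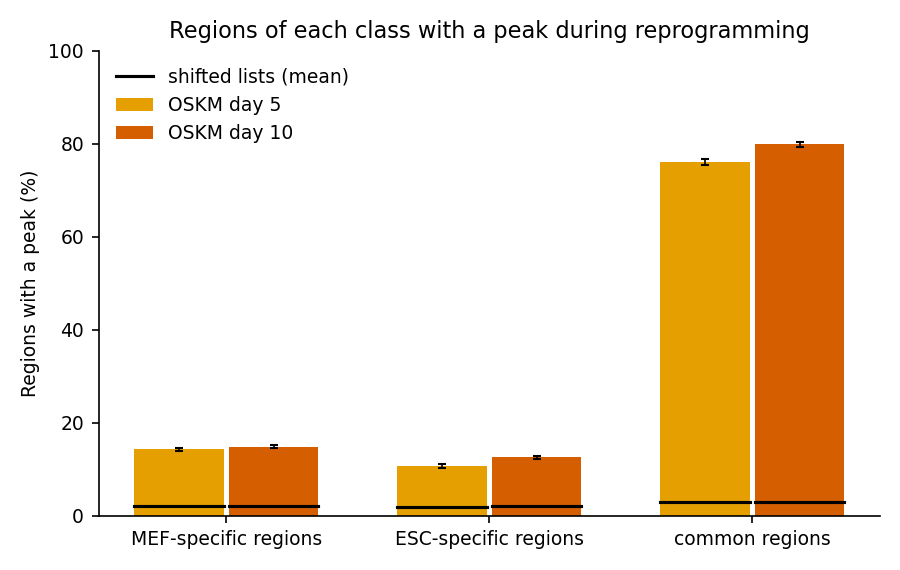
Share of MEF-specific, ESC-specific and common regions (in %) with a peak at day 5 and day 10, with 95% Wilson intervals and the mean of 100 shifted lists as a black line. Common regions reached 76.0% and 79.9%, while MEF-specific and ESC-specific regions stayed between 10.7% and 14.8%.

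The position of the classes relative to genes differed. Within 5 kb of a start site lay 75.7% of common regions (75.1% to 76.3%, shifted 25.7%), 29.8% of ESC-specific (29.3% to 30.4%, shifted 24.1%), 27.5% of MEF-specific (27.0% to 27.9%, shifted 24.3%) and 22.4% of transient regions (21.7% to 23.0%, shifted 23.7%). The width of the window moved these shares most, and within 1 kb the shares were 67.6%, 11.8%, 10.96% and 6.61%. Among transient regions, 30.4% of those at day 10 only, 21.9% of those on both days and 18.2% of those at day 5 only lay within 5 kb. MEF-specific regions with a peak on both days lay near a start site in 40.8% of cases, against 24.99% of those with a peak on neither day. For ESC-specific regions these shares were close, at 30% and 29.6%. The mean GC content of the 200 bp windows was 58.7% in common, 47.3% in ESC-specific, 45.4% in MEF-specific and 41.0% in transient regions. Repeat-masked sequence made up 9.25%, 26.3%, 13.6% and 18.4% of these windows.

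Sequence matches were counted next for motifs of factors named in the study (AP-1, the octamer, SOX, KLF and ESRRB) and, for comparison, of CTCF, TEAD and RUNX factors. In MEF-specific regions, 23.0% of windows held an AP-1 match (22.6% to 23.4%), against 3.34% of flanking windows. With the whole region searched, the alternative that moved it most, the share was 47.0%. In transient regions the AP-1 share was 6.74% (flanks 3.10%), and it was 9.03% in those at day 5 only and 4.13% in those at day 10 only. Octamer matches lay in 4.11% of transient windows (3.81% to 4.42%, flanks 1.45%) and 3.18% of ESC-specific windows (2.99% to 3.39%, flanks 1.30%), and in 1.20% of MEF-specific windows (flanks 1.24%). SOX matches lay in 15.4% of transient (14.9% to 16.0%, flanks 7.17%), 14.5% of ESC-specific (14.1% to 14.9%, flanks 6.94%) and 6.77% of MEF-specific windows (flanks 6.98%). The KLF consensus matched 20.2% of common (flanks 8.83%), 10.9% of transient (10.5% to 11.4%, flanks 4.26%), 10.2% of ESC-specific (flanks 5.31%) and 7.03% of MEF-specific windows (flanks 5.41%). ESRRB matches were above the flanks in ESC-specific windows (1.62%, 1.49% to 1.78%, flanks 0.521%) and below them in transient windows (0.171%, 0.118% to 0.247%, flanks 0.400%). CTCF matched 1.03% of MEF-specific, 1.15% of ESC-specific, 1.81% of common and 0.445% of transient windows, against at most 0.167% of flanks. TEAD matches lay in 8.53% of MEF-specific and 8.23% of ESC-specific windows (flanks 3.202% and 3.186%), and RUNX matches in 4.62% and 2.20% (flanks 2.325% and 2.401%).

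**Figure D3:**
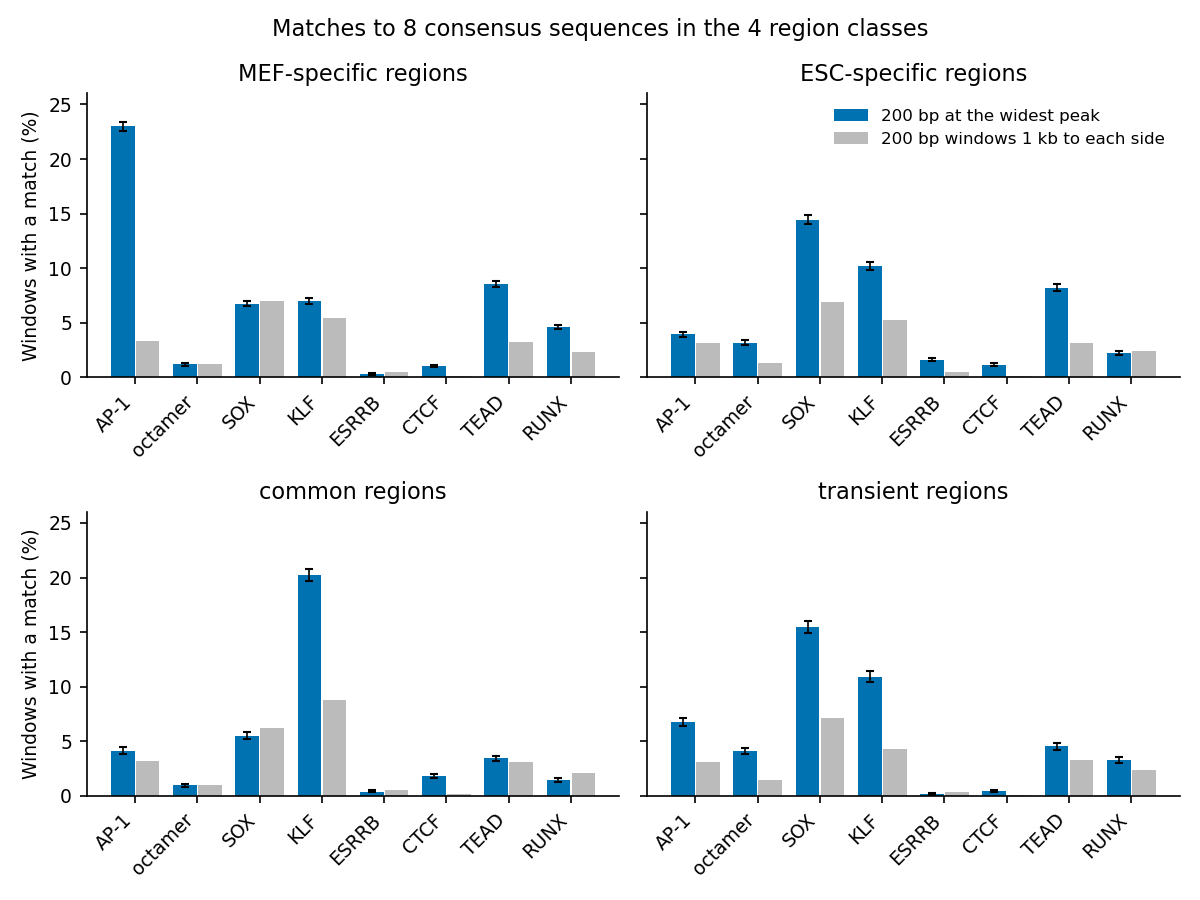
Share of windows (in %) with a match to each of 8 consensus sequences in the 4 region classes, for the 200 bp at the widest peak (blue, with 95% Wilson intervals) and the windows 1 kb to each side (grey). AP-1 reached 23.0% in MEF-specific regions, and SOX 14.5% in ESC-specific and 15.4% in transient regions.

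Within a class, regions with and without peaks during reprogramming differed in their motifs. The windows lay at the widest peak of each region. Only in regions with a peak during reprogramming could this be a peak of those days. That difference was not removed and may contribute to all contrasts in this paragraph. MEF-specific regions with a peak on both days held a KLF match in 14.3% of windows (13.3% to 15.5%) and an AP-1 match in 16.9% (15.7% to 18.1%), against 5.57% (5.32% to 5.84%) and 24.4% (23.9% to 24.8%) of those with a peak on neither day. ESC-specific regions with a peak on both days held an ESRRB match in 0.426% of windows (0.231% to 0.782%, flanks 0.511%), against 1.80% (1.64% to 1.98%, flanks 0.522%) of those with a peak on neither day. SOX matches went the other way in ESC-specific regions, with 20.2% (18.6% to 21.8%) on both days and 13.9% (13.4% to 14.3%) on neither, as did KLF matches, with 13.4% and 9.59%. In common regions with a peak on both days, KLF matched 23.3% of windows, AP-1 2.67% and TEAD 2.34%, against 10.9%, 9.73% and 7.25% of those with a peak on neither day. CTCF matches lay in 1.05% of windows (0.896% to 1.23%) with a peak on both days and in 2.95% (2.42% to 3.60%) with a peak on neither day. These regions also differed in their distance from start sites, with 85.8% and 44.2% within 5 kb.

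The study followed epithelial and pluripotency genes, and their surroundings were examined with fibroblast genes for comparison. All 17 epithelial or pluripotency genes had an ESC-specific region within 50 kb of a start site, which 0.41% of random gene lists reached (random median 12 genes), and 12 had a MEF-specific region (random median 12). Of the 12 fibroblast or mesenchymal genes, 11 had a MEF-specific region, which 11.07% of random lists reached (random median 9), and 8 an ESC-specific region (random median 9). Only an ESC-specific region was found near 5 genes of the first list and 0 of the second, and only a MEF-specific region near 0 and 3 (p = 0.017857, two-sided Fisher exact test of the gene lists within these peak lists). With a window of 100 kb, p was 0.142857. Peaks were also counted over each whole gene and 50 kb to each side. This window differs from that around start sites and is longer for long genes. In it, the 17 genes had 60 peaks in MEFs, 44 at day 5, 58 at day 10 and 126 in ESCs. The 12 fibroblast genes had 93, 54, 50 and 38. Around Esrrb (ENSMUSG00000021255.17, chromosome 12, 86361117 to 86521628), 5 peaks in MEFs, 0 at day 5, 0 at day 10 and 16 in ESCs lay within 50 kb. Around Dppa4 (ENSMUSG00000058550.15, chromosome 16, 48283733 to 48294237), 0, 0, 0 and 7 did, and around Tfcp2l1 (ENSMUSG00000026380.10, chromosome 1, 118627945 to 118685168), 2, 6, 6 and 9. Nanog (ENSMUSG00000012396.12, chromosome 6, 122707489 to 122714633) had 6, 6, 7 and 10. Among the fibroblast genes, Prrx1 (ENSMUSG00000026586.16, chromosome 1, 163245119 to 163313710) had 12, 7, 6 and 1 and Twist2 (ENSMUSG00000007805.4, chromosome 1, 91801461 to 91848028) had 8, 2, 3 and 2. These 6 genes were singled out of the lists after their values were seen. Between MEFs and ESCs, some listed genes went the other way. Cdh1 had 9, 6, 5 and 8 peaks, Utf1 8, 4, 6 and 6, and the fibroblast gene Fn1 7, 6, 6 and 9. Epcam, with 5, 3, 5 and 5, and Snai2, with 1 in each list, had as many in MEFs as in ESCs. Cdkn2a (ENSMUSG00000044303.6, chromosome 4, 89274471 to 89294653), which encodes the senescence proteins INK4A and ARF, had 6, 6, 6 and 4 peaks.

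The genes of the reprogramming factors were examined for peaks over exons. In Klf4 (ENSMUSG00000003032.8, chromosome 4, 55527143 to 55532466), the day 5 peak spanned 55530027 to 55530921 and the day 10 peak 55530003 to 55530941. Both lay wholly inside exon 3 (55529999 to 55530983), with 0 bp outside it, and covered 0% of intron bases. The MEF peak (55530523 to 55533870) and the ESC peak (55530417 to 55533176) extended across the start of the gene and covered 32.6% of intron bases each. By score, the day 5 peak ranked 40 of 36219 and the day 10 peak 17 of 35226, while the MEF peak ranked 24380 and the ESC peak 16516. The single exon of Sox2 (ENSMUSG00000074637.7, chromosome 3, 34650405 to 34652461) held the day 5 peak (34650531 to 34651312, rank 55) and the day 10 peak (34650458 to 34651326, rank 167) with 0 bp outside, while the MEF and ESC peaks overlapping it extended beyond the exon. In Myc (ENSMUSG00000022346.15, chromosome 15, 61985391 to 61990374), peaks at day 5 (61987552 to 61989766) and day 10 (61987531 to 61989770) lay over exons 3 and 4 and the intron between them and covered 47.1% of intron bases, against 52.9% for the peaks in MEFs and ESCs, which began upstream of the first exon. In Pou5f1 (ENSMUSG00000024406.16, chromosome 17, 35506018 to 35510772), peaks covered 5.83% of exon and 16.3% of intron bases at day 5 and 19.9% and 29.6% at day 10, against 0% of both in MEFs and 5.83% and 21.2% in ESCs. Peaks around Pou5f1 also had high scores for their fold enrichment in all 4 lists, so peaks at this gene and at the exons of Klf4 and Sox2 were not read as accessibility of the gene.

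**Figure D4:**
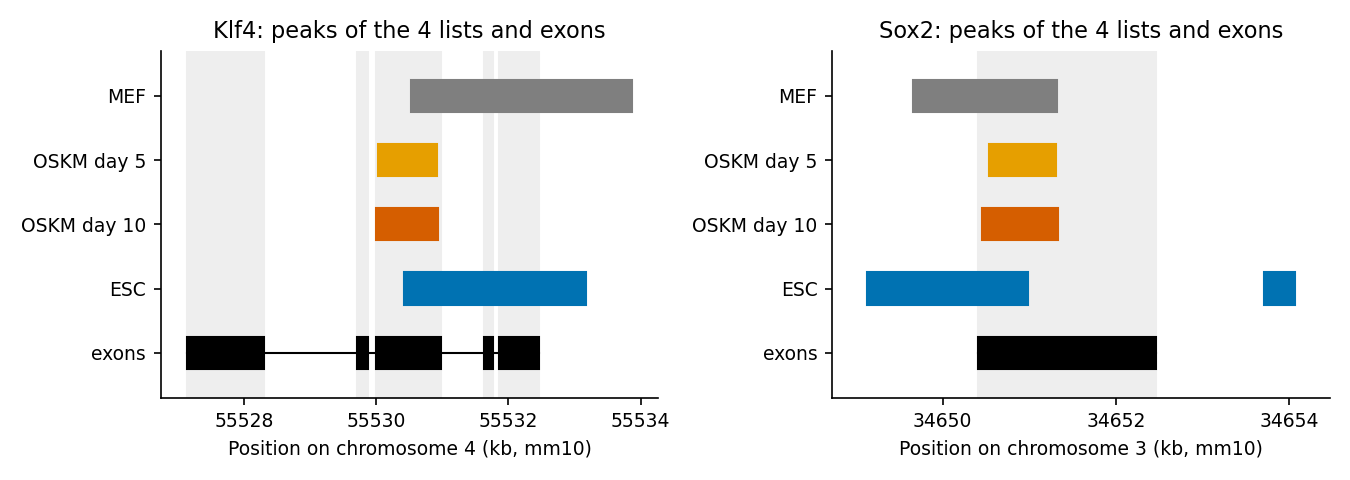
Peaks of the 4 lists (coloured bars) over Klf4 and Sox2, with exons as black boxes and grey bands, drawn along chromosomes 4 and 3 in kb (mm10). The day 5 and day 10 peaks had 0 bp outside exon 3 of Klf4 and 0 bp outside the exon of Sox2, while MEF and ESC peaks extended beyond both.

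The region with the most peak bp was described in each class. The MEF-specific one lay at chromosome 12, 112793882 to 112798334, within an intron of Ahnak2, with peaks in MEFs, at day 5 and at day 10. The ESC-specific one lay at chromosome 15, 25752565 to 25755043, over a start site of Myo10 (411 bp of exon and 2068 bp of intron), with peaks in ESCs and on both days. The transient one lay at chromosome 10, 8016228 to 8018809, within an intron of the long noncoding RNA Gm48614, with peaks on both days. The common one, at chromosome 17, 39843116 to 39848703, covered 5577 bp of exons annotated to ribosomal RNA and long noncoding RNAs (Gm26917, Gm42418 and AY036118). The highest-scoring peak of all 4 lists lay at the same place, in MEFs at chromosome 2, 98666579 to 98667311, over 628 bp of exon of Gm10800, with 99.2% of its length repeat-masked.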

Values the study reported

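The study reported 13,966 KLF4 binding sites at day 5 of OSKM reprogramming, more than 70% of them with a KLF4-like motif. It sorted 1772 genes regulated by JMJD3 into 724 enriched in MEFs, 603 transient ones and 445 enriched in pluripotent cells.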

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

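No paired analysis was possible because the labels number the libraries 1 and 2 in each group but the peaks of both were deposited as a single list per group. Leaving out each replicate in turn, planned for lists kept apart, was not run for the same reason. Over the results that answer a comparison, 215 values were computed under alternatives. Of these, 87 stayed within the 95% interval of the reported value or within 1.5 times a reported count, or kept the side of the threshold of the Fisher exact test, 123 moved further without a change of direction, 4 reversed and 1 lost its side of the threshold. Leaving out the sex chromosomes moved 0 of 8 other values and none of the 22 computed for these results. The cause of a change was not tested unless stated.

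The differences between the shares in MEFs and in ESCs, and between the MEF-specific and the ESC-specific share, were added as results after the values at equal list size had been seen. The alternative with the 35226 highest-scoring peaks of each list was also chosen after seeing the data. The 4 reversals came from lists thinned at random to 35226 peaks each (mean of 20 draws). The day 5 share in MEFs minus that in ESCs was then −0.982 percentage points (reported 6.36) and at day 10 −2.11 (reported 5.37). The MEF-specific minus the ESC-specific share of regions with a peak was −1.77 points at day 5 (reported 3.58) and −3.04 at day 10 (reported 2.29). These reversals follow from the construction and carry no information on similarity. Thinning kept 62.3% of MEF and 72.7% of ESC peaks, and the full shares times these parts give 34.1% and 35.1% at day 5 and 36.7% and 38.9% at day 10. Of the thinned ESC-specific regions, 20.2% lay in regions that were common in the full lists, and of the MEF-specific 12.6%. All other alternatives kept the MEF values above the ESC values. The reported differences depend on list length too, with 56514 MEF and 48486 ESC peaks. Day 5 peaks also overlapped the shifted MEF list more often (3.39%) than the shifted ESC list (2.67%). At day 10 these shares were 3.64% and 2.88%. So the order of the full shares does not by itself show greater similarity to MEFs. Under random thinning, 34.1% of day 5 peaks were shared with MEFs and 35.1% with ESCs, and of day 10 peaks 36.8% with MEFs, 38.9% with ESCs and 74.8% with day 5. Of MEF-specific regions, 21.4% had a peak at day 5 and 23.0% at day 10, and of ESC-specific regions 23.1% and 26.1%. From day 5 to day 10 the share rose by 1.63 points in MEF-specific, 2.90 in ESC-specific and 5.93 in common regions. Common regions numbered 8836, and 26.1% of regions were transient.

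With the higher-scoring 50% of each list, there were 18269 MEF-specific, 14236 ESC-specific, 9963 common and 8479 transient regions. Shorter lists lower the number of common regions by construction. They need not lower the other counts, since a region that loses its MEF or ESC peak can change class. Transient regions rose from 16389 in the full lists to a mean of 21764.7 with random thinning to equal list size. With the highest-scoring peaks of lists of equal size, they numbered 19948. In the higher-scoring 50%, transient regions were 16.6% of all. A peak at day 10 was found in 17.8% of MEF-specific regions, and a peak at day 5 and day 10 in 8.63% and 9.37% of ESC-specific regions. The rise from day 5 to day 10 was 3.90 points in MEF-specific, 0.738 in ESC-specific and 9.71 in common regions, so its order between MEF-specific and ESC-specific regions turned. The MEF-specific minus the ESC-specific share was 5.29 points at day 5 and 8.45 at day 10. Of day 5 peaks, 55.3% were shared with MEFs and 70.9% with day 10, and of day 10 peaks 66.4% with MEFs, 72.8% with day 5 and 55.4% with ESCs. The share in MEFs minus that in ESCs was 7.38 points at day 5 and 11.03 at day 10.

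With the 35226 highest-scoring peaks of each list, there were 21868 MEF-specific regions, and 25.9% of regions were transient. A peak at day 5 and day 10 was found in 22.9% and 24.5% of MEF-specific and in 15.04% and 18.3% of ESC-specific regions, with differences of 7.86 and 6.16 points between these classes. The rise from day 5 to day 10 was 1.61 points in MEF-specific, 3.30 in ESC-specific and 2.78 in common regions. Of day 5 peaks, 47.7% were shared with MEFs, 75.98% with day 10 and 42.5% with ESCs, and of day 10 peaks 49.7% with MEFs, 75.8% with day 5 and 45.7% with ESCs, so the share in MEFs minus that in ESCs was 5.22 points at day 5 and 4.03 at day 10.

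With peaks of at least 300 bp, a peak at day 5 was found in 13.6% of MEF-specific and 10.2% of ESC-specific regions, and 15.9% of regions were transient. The rise to day 10 was 1.27 points in MEF-specific, 2.45 in ESC-specific and 4.72 in common regions. Of day 5 peaks, 56.2% were shared with MEFs, 76.7% with day 10 and 49.4% with ESCs, and of day 10 peaks 59.8% with MEFs and 76.2% with day 5. With 500 bp around each midpoint, the shares of day 5 peaks were 50.4% with MEFs, 72.9% with day 10 and 45.3% with ESCs, and of day 10 peaks 54.4%, 74.96% with day 5 and 49.9%. The share in MEFs minus that in ESCs was 5.06 points at day 5 and 4.51 at day 10.

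When an overlap had to cover at least 50% of the peak, the shares of day 5 peaks were 51.3% with MEFs, 71.0% with day 10 and 42.8% with ESCs, and of day 10 peaks 54.4% with MEFs, 68.8% with day 5 and 45.1% with ESCs, with differences between MEFs and ESCs of 8.52 and 9.25 points. When it had to cover as much of both peaks, they were 38.6%, 63.7% and 36.5% at day 5 and 45.4%, 65.5% and 40.2% at day 10, and the difference at day 5 was 2.09 points. Stricter rules lower a share by construction.

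When only overlapping peaks were merged, a peak at day 5 and day 10 was found in 13.7% and 14.3% of MEF-specific and in 10.2% and 12.1% of ESC-specific regions. Then 16.4% of regions were transient, and 76.7% of common regions lay near a start site. With peaks within 1000 bp merged, the shares were 14.9% and 15.4% of MEF-specific and 11.2% and 13.1% of ESC-specific regions, with 15.7% of regions transient. Within 2.5 kb of a start site lay 17.7% of MEF-specific, 19.2% of ESC-specific, 71.0% of common and 12.9% of transient regions. Within 1 kb the shares were 10.96%, 11.8%, 67.6% and 6.61%, and within 5 kb of start sites of protein-coding genes alone 17.1%, 18.2%, 68.7% and 13.1%. Narrower windows and fewer start sites lower these shares by construction.

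With 400 bp searched for motifs, AP-1 matched 36.8% of MEF-specific regions, the octamer 5.56% of ESC-specific and 7.19% of transient regions, SOX 26.5% and KLF 19.1% of transient regions. With the whole region searched, these shares were 47.0%, 7.72%, 9.41%, 33.5% and 23.9%. A longer stretch gives more matches by construction. In regions over 5 kb from a start site, AP-1 matched 24.2% of MEF-specific, the octamer 3.47% of ESC-specific and KLF 10.1% of transient regions. The Fisher exact p of the gene lists (two-sided) was 0.142857 with 100 kb around start sites, no longer past the threshold, and 0.000161603 with 20 kb, where fewer genes had regions of both kinds. Among the remaining results, 115 of 172 values moved beyond their interval, 83 higher and 32 lower. The number of reads per library was unknown, which limits every comparison of list sizes and of shares between lists.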

Other observations

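The tests of the Sox2 exon, the Pou5f1 surroundings, repeats in the highest-scoring peaks, missed peaks as the source of transient regions, reordered motif sequences, a day 10 list with more of everything, feeder fibroblasts and the 3 tests of CTCF matches were chosen, or given their final form, only after the result was seen.

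The peaks over Klf4 and Sox2 during reprogramming may come from the retroviral cDNA copies and not from the genes themselves. If reads came from retroviral cDNA copies of Klf4, peaks at day 5 and day 10 would cover exon bases and no intron bases. They covered 0% of intron bases, lay wholly within exon 3 and ranked 40 and 17 by score, while the MEF and ESC peaks covered 32.6% of introns. For Sox2, with a single exon, the test of retroviral cDNA copies was whether the peak stayed inside the exon, and 0 bp lay outside at day 5 and day 10, against 752 bp in MEFs and 1282 bp in ESCs. For Myc, the day 5 and day 10 peaks covered 47.1% of intron bases. A broad peak can bridge 2 nearby exons, so reads from cDNA copies and accessibility of the gene cannot be told apart there. For Pou5f1, exon minus intron coverage was −9.67 percentage points at its highest of both days, and the raised scores described next keep the cDNA question open. Accessibility of the endogenous Klf4 and Sox2 during reprogramming was not tested apart from these reads.

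Peaks around Pou5f1 had unusually high scores for their fold enrichment in all 4 lists. The background that a peak's fold and p-value imply under a Poisson model was computed relative to the median of its list. Within 10 kb of Pou5f1 the median of this measure was 6.45 in MEFs, 6.09 at day 5, 5.83 at day 10 and 14.4 in ESCs, and 20 to 100 kb away it was 0.979, 1.04, 0.912 and 0.988. At most 0.0199% of the peaks of a list had a value as high as the median near the gene. The raised peaks spanned 35500687 to 35514280 on chromosome 17 in MEFs, a stretch that begins upstream and ends downstream of the gene. The measure was raised at other factor genes too, though less, with 3.93 at Myc and 2.81 at Klf4 in MEFs and 2.08 at Klf4 in ESCs. Extra copies of the Pou5f1 region in the OG2 transgene could raise it, and the lowest of the 4 values near the gene was 5.83. But this value measures the pattern itself, and labels and methods differ on whether ESC replicate 1, the only library without the transgene by its label, carried it, so extra copies and another source of high scores cannot be told apart.

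The highest-scoring peaks lay at the same places in every list. Of the 20 highest-scoring peaks, 20 in MEFs, 19 at day 5, 19 at day 10 and 17 in ESCs overlapped peaks of all lists, against 24.5%, 38.1%, 39.3% and 28.4% of the whole lists. Reads of mitochondrial DNA mapped to nuclear copies were tested as a source, and 1 of the 20 in each list matched mitochondrial DNA, which leaves the other peaks unexplained. Reads of repeated sequence were tested as well. The 20 were repeat-masked over 15.2% of their length on average in MEFs, 17.4% at day 5, 19.02% at day 10 and 18.6% in ESCs, where the whole lists had 12.6%, 13.9%, 12.6% and 18.9%. Repeats were thus in excess in 3 of the 4 lists, but at most 3 of the 20 peaks of a list were repeat over at least 50% of their length. Neither explains the set as a whole, although the single highest peak is nearly all repeat. Strong start sites shared by all cells stay open, as do copies collapsed in the assembly that are not repeat-masked, and neither was tested.

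Transient regions are open to the objection that they are weak peaks missed by chance in MEFs and ESCs. If so, they would be rare among the strongest peaks. Among all day 5 peaks, the share in transient regions fell from 43.6% in the lowest to 22.6% in the highest of 10 equal bins of score, and at day 10 from 48.4% to 3.43%. How many peaks of each bin lay near start sites was not computed. Peaks more than 5 kb from a start site were also ranked alone. Among them, the share was 54.1% in the lowest and 52.5% in the highest of 10 bins at day 5 (56.3% over all bins). At day 10 it fell from 55.5% to 34.4% (48.4% over all bins). How often the MEF and ESC lists missed a site open at a lower level was not tested. The day 5 values argue against missed peaks near the calling threshold as the whole source. At day 10 the answer depended on the peaks used. The share in the highest bin was 3.43% of all peaks and 34.4% of those more than 5 kb from a start site. Missed peaks therefore stay open as a source at day 10. Sites open only during reprogramming remain a hypothesis for these regions. The paper reported transient opening of sites bound by JMJD3 without KLF4, and those sites were not compared with these regions.

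Octamer and KLF matches in transient regions exceeded those of sequences with the same bases in another order. For the octamer, this argues against base composition of the windows. The octamer matched 4.34 times as many windows as the mean of 20 reordered sequences (4.11% against 0.384% to 1.87%). The reordered sequences had no CG pairs. For KLF, whose consensus stands for several single sequences, the mean share of these gave a ratio of 3.60 (2.84% against 0.391% to 2.001%). Some of these sequences hold a CG pair, while no reordered one does. Leaving out CG pairs also left few possible orders, so some reordered KLF sequences were repeated. The KLF ratio therefore does not isolate base composition. For SOX it was 1.84, but 1 reordered sequence matched 8.06% of windows, against 8.02%, so an excess of SOX matches cannot be told apart from base composition by this test. Binding of the introduced factors at transient regions is a hypothesis that such matches can raise and cannot show, and it was not tested. The KLF4 binding sites that the study mapped during reprogramming were not compared with these regions.

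The rise of ESC-specific regions from day 5 to day 10 was set against the properties of the day 10 list. With every peak as 500 bp around its midpoint, the rise was 1.86 percentage points (1.88 with peaks as deposited), which argues against wider peaks in the day 10 list. The share rose by a factor of 1.18 (interval 1.104 to 1.254) in ESC-specific regions and 1.04 (0.991 to 1.09) in MEF-specific regions. In common regions the factor was 1.05 (1.04 to 1.07), but their share was already 76.0% at day 5, which limits the factor. In percentage points, common regions rose more (3.896) than ESC-specific regions (1.88). The order of ESC-specific and MEF-specific regions depended on the peaks used, as given below. A day 10 list that holds more of every kind of region therefore stays open as a source of the rise. Gradual opening of ESC sites may be part of it as a hypothesis. In the higher-scoring 50% of each list the rise was 0.738 points in ESC-specific and 3.90 in MEF-specific regions, so the larger rise of ESC-specific regions was not seen there, while with the 35226 highest-scoring peaks of each list it was 3.30 and 1.61 points.

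Few MEF-specific regions kept a peak, and weak MEF peaks that the smaller day 5 and day 10 lists missed could be one cause. The share of MEF-specific peaks with a peak at day 5 climbed from 6.59% in the lowest to 39.9% in the highest of 10 bins of MEF score, so strength mattered. In the same highest bin, 98.7% of peaks in common regions had one, which argues against weak peaks as the whole cause. Common regions lay nearer to start sites, and that difference was not removed. Loss of fibroblast accessibility by day 5 stays open as a hypothesis.

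KLF matches were more frequent in MEF-specific regions with peaks on both days. These regions also had a higher GC content and more start sites. Among regions more than 5 kb from a start site, 11.2% (interval 9.98% to 12.6%) of those with peaks on both days held a KLF match, against 5.80% of those with peaks on neither day when weighted to the same GC content in 5 bins, and the share was higher in 5 of 5 bins. Base composition and start sites thus leave an excess. But the windows lay at the widest peak of each region. In regions with peaks on both days this could be a day 5 or day 10 peak, and in the others it could not. That difference was not removed, so it may contribute to the excess. That KLF binding sites hold some fibroblast regions open is a hypothesis, found and tested on the same peaks.

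CTCF matches were more frequent in common regions without day 5 and day 10 peaks, and this may follow from distance from start sites or from narrower peaks at CTCF sites. For these tests, position, width and match were taken from MEF and ESC peaks alone, so that a day 5 peak does not change them. Over all common regions, 53.8% of the 346 with a CTCF match and 76.4% of the others had a peak at day 5, a gap of 22.7 percentage points. Among all regions within 5 kb of a start site it was 26.8 points. Distance was divided further, since regions with a match lay farther out within these 5 kb too. The gap was 15.00 points in regions over a start site, of which 41 had a match, −0.296 within 1 kb, 2.32 from 1 to 5 kb and −0.834 beyond 5 kb. Weighted to the distances of the regions with a match, it was 1.77 points (interval −3.48 to 7.17). So distance can account for most of the gap, but not for the 15.00 points over start sites, where 75.6% (60.7% to 86.2%) of regions with a match and 90.6% (90.08% to 91.1%) of the others had a peak. Within 10 bins of the width of the widest MEF or ESC peak the gap was −3.73 points (−8.89 to 1.22), so width can account for it as well. Distance and width were not separated from each other, and no biological explanation was tested. AP-1, TEAD and KLF matches, which differed between these regions too, were not followed up.

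MEF sites in the ESC list were examined as a possible trace of feeder fibroblasts, which the labels mention for ESC culture. Of MEF peaks with an AP-1 match more than 5 kb from a start site, 12.7% in the highest of 10 bins of MEF score were in the ESC list, against 3.70% in the lowest bin and 5.64% overall. From the lower to the upper part of the scores the share climbed by a factor of 1.68 (interval 1.27 to 2.22). For comparison, the share of ESC peaks with an octamer match in the MEF list climbed by a factor of 1.13 (0.596 to 2.16) with the ESC score. The intervals overlap, so feeder fibroblasts and strong sites shared by both cell types cannot be told apart here.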
